A study of Mus musculus with 16 samples. Its data were reported in "Active repression of cell fate plasticity by PROX1 safeguards hepatocyte identity and prevents liver tumorigenesis" (2025).

How the data were processed

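Bulk RNA-seq was analysed for 16 libraries of mouse embryonic fibroblasts (MEFs) that were being reprogrammed toward hepatocytes. The cells carried lentiviral, doxycycline-induced transgenes: the 4in1 hepatocyte reprogramming cassette together with either GFP, as the control, or FLAG-tagged mouse Prox1. RNA was collected at days 2, 7, 14 and 28, with 2 libraries in each of the 8 groups. Per the labels, strand-preserving dUTP libraries were read as paired ends on a NovaSeq 6000.

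The authors mapped the reads to the mouse genome build mm10 with STAR and divided the gene counts by DESeq2 size factors, estimated separately for each day. The deposited tables therefore hold a normalized signal per gene and library, and 1 table was deposited per day. The counting tool, its strand setting and the gene annotation are not stated, so a gene that shares sequence with a paralog, or that overlaps another gene on either strand, has an uncertain value. Levels of different days come from tables that were scaled separately, so they are only set side by side, and every test was made within tables. The authors also deposited a comparison table with shrunken log2 fold changes of Prox1 over GFP, p-values, and adjusted p-values before and after independent hypothesis weighting, from the DESeq2 Wald test with the MEF line as a covariate. Values copied from it are named as such and carry no error or number of replicates here.

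In every library 100% of the normalized values were whole multiples of a single step, so whole reads could be recovered. Depth ranged from 40673622 to 67099357 reads per library, a range of 1.65-fold. Shares of reads are given with 95% Wilson intervals. A level of 3 reads or fewer was treated as the floor, and a fold against a group at or under it is written as a lower bound. These intervals and floors cover counting error only, because amplified reads are not independent molecules. Gene positions and types were taken from GENCODE vM21 on GRCm38/mm10, counted from 1. Of the 55397 genes in the tables, 55137 (99.5%) had a position there. A further property of the tables is that 2433 genes carried no name and 78 symbols stood for more than 1 gene, so genes were matched by their Ensembl identifier.

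For each day, log2(normalized count + 1) of the 4 libraries was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean expression) with Prox1 against GFP and the MEF line as a block. Genes with a mean normalized count of at least 10 in the day's table were tested, two-sided, and Benjamini-Hochberg adjusted p-values under 0.05 were counted. Fold changes are on the log2(normalized count + 1) scale, which understates the change of low genes. This fit has 3 coefficients and 1 residual degree of freedom, so its error rests almost wholly on the spread shared between genes. At day 2 limma estimated no variation of that spread between genes of equal expression, so that each gene's own spread had no weight. An exact test of 2 against 2 libraries cannot go below p = 0.333 and was not used. Differences of the Prox1 effect between days were tested in 1 limma fit of all 16 libraries, with 12 coefficients and a block for each of the 8 pairs of day and line, over genes with a mean of at least 10 in at least 1 table.

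The cell type lists were the 20 PanglaoDB marker lists that the study itself compiled for cell identity, as held here, where a few of their genes may be missing. They were not chosen on these libraries. They were tested with camera at a preset correlation of 0.01 and adjusted over the 80 tests, with fry and camera with an estimated correlation beside it. Another 6 short lists were written from general knowledge after values of several of their genes had been seen: interferon-induced genes, the same without close paralogs, adult liver genes, genes of other liver cells, intestinal epithelium genes and cell cycle genes. They were used only for the additional observations, except that the adult liver genes also served to read the day 7 libraries in the main results.

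The grouping, the tests, the alternatives, the cell type lists and the rule for named genes were chosen before the data were examined. Named genes are 23 genes listed then and, at each day, the 3 highest and the 3 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean normalized count of at least 100 and the same direction in both lines. Other genes were named after their values had been seen: Ifnb1, the liver genes of a single library, and Reg3g. The values of 1 of the 23 genes are not reported here, while the counts of genes include it.

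The design chosen then assumed that equal replicate numbers mark a pair. The labels number the replicates 1 and 2, whereas the deposited columns name the MEF lines MEF22 and MEF25, so the lines were used as the block, as in the study's methods. As a check of the pairing, the difference between the lines in the GFP libraries was correlated across genes with that in the Prox1 libraries of the same day. The correlations were 0.262, 0.160, 0.194 and 0.223 at days 2, 7, 14 and 28. In all 8 pairs MEF22 had more Xist, from 1.46 to 4.41 times the normalized count of MEF25, and less of the summed Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, from 0.535 to 0.725 times. Pairs of libraries of 1 group differed by far more than sampling noise (chi-square per degree of freedom from 10.2 to 76.9), so none was counted as a library deposited again.

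The scripts were tested on simulated counts that had the means and depths of the real libraries, with 200 genes changed at each day by a log2 fold change of 1. The daily fit recovered 100%, 98.5%, 97.5% and 70% of them at days 2, 7, 14 and 28, and 6.10%, 8.37%, 6.25% and 6.04% of its calls were false. The simulation drew gene spreads from limma's own estimate, so it does not test that estimate. In the simulated test between days 28 and 2, which used the same draws, the effect differed for 393 of 17848 genes, of which 74.0% were recovered, and 19.6% of the calls were false. With each day's own spread it differed for 386 of 15322 genes, of which 86.8% were recovered, and 14.5% of the calls were false. Counts of genes that differ between days are therefore less certain than counts within a day.

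Alternatives covered pseudocounts of 0.5 and 5, no filter on low values, a minimum mean of 50, no block, all libraries in a single fit, scaling of each library to the same total or the same 75th percentile, centring on the median, a robust fit, an absolute log2 fold change above 0.75, and each line alone. The recovered reads were tested with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald), both with the line as a block. For a check of GC content and length, each library's deviation from the day's mean was fitted on natural splines of both, and the trend was subtracted within the joint fit. Totals and percentiles were made equal within each day, not across days. Each day's own spread, as an alternative for differences between days, was added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Other assays of the study were not analysed here.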

Results

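RNA was measured in MEFs at 4 days of reprogramming with the 4in1 cassette, with GFP or with Prox1, a transcription factor of hepatocytes. The course asked how overexpressed Prox1 changes transcription on the way from fibroblast to hepatocyte-like cell. Each of the 8 groups held 2 libraries, 1 from each of the primary lines MEF22 and MEF25, and the 16 libraries held 40673622 to 67099357 reads. Means are given with the SD at n = 2, in normalized counts.

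Prox1 (ENSMUSG00000010175; chromosome 1, 190118035 to 190170714, minus strand, protein coding, overlapped by 1 antisense gene) was examined first, since it checks the labels. The tables do not separate the transgene from the endogenous transcript. At day 2 its level was 247471 ± 38106 (SD, n = 2) in the Prox1 libraries against 156 ± 12.5 (SD, n = 2) in the GFP libraries. The log2 fold change was 10.62 ± 0.07 (SE) at day 2, 7.56 ± 0.10 at day 7, 9.0 ± 0.21 at day 14 and 10.15 ± 0.34 at day 28, and every Prox1 library lay above every GFP library. As a share of reads, Prox1 made up 0.448% (95% Wilson interval 0.447% to 0.450%) of the MEF22 library and 0.558% (0.556% to 0.560%) of the MEF25 library at day 2. At day 7 the shares were 0.0249% (0.0245% to 0.0253%) and 0.0259% (0.0254% to 0.0263%). The mean share was 0.0362% at day 14 and 0.114% at day 28.

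**Figure D1:**
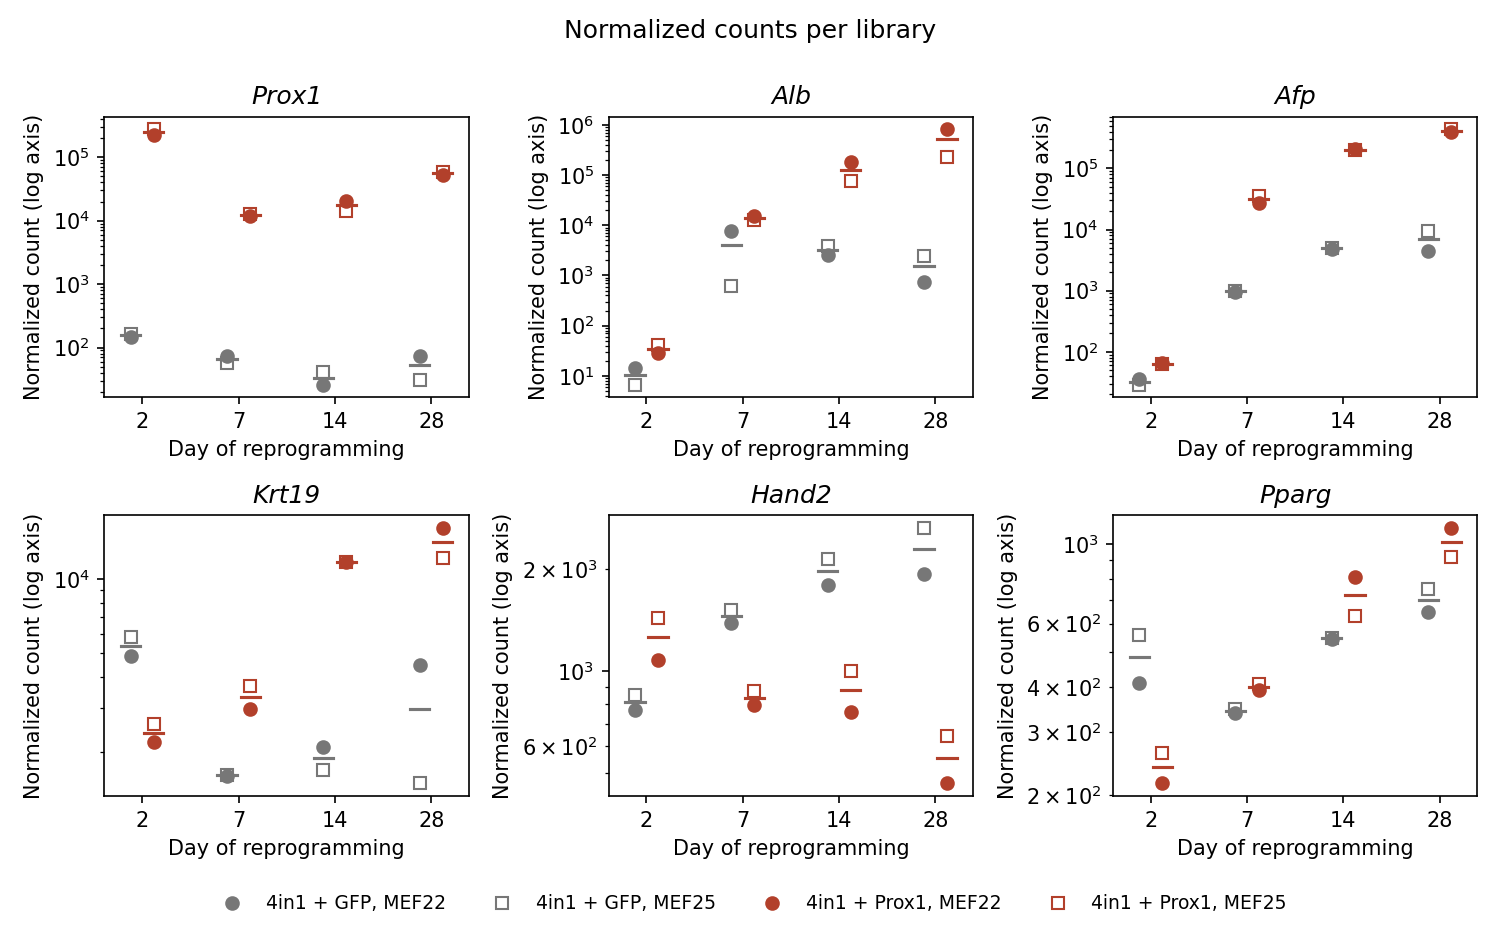
Normalized counts (log axis) of 6 genes per library against the day of reprogramming, with GFP libraries in grey, Prox1 libraries in red, filled circles for MEF22, open squares for MEF25 and bars for group means. Prox1 lay higher in the Prox1 libraries at every day, and the GFP libraries of day 7 lay far apart in Alb; tables of different days were scaled separately.

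At day 2, 16061 genes were tested, of which 4750 were higher and 4887 lower with Prox1 (limma, Benjamini-Hochberg adjusted p under 0.05). At day 7 the counts were 2626 higher and 2325 lower of 16027 genes. They were 4261 and 4137 of 16761 genes at day 14, and 4884 and 4347 of 17138 genes at day 28. Between 99.6% and 100% of the calls had the same direction in both MEF lines. With an absolute log2 fold change above 0.75 as well, 2263 genes were higher and 1573 lower at day 2, 823 and 477 at day 7, 2386 and 1281 at day 14, and 3302 and 2480 at day 28.

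The split into higher and lower genes depended on the scaling. When each library was brought to the same total, the median of all tested genes rose by 0.27 on the log2 scale at day 2, 0.15 at day 14 and 0.17 at day 28, but by 0.02 at day 7. Day 2 then had 8208 higher and 2501 lower genes, so that 76.6% of the calls were higher, against 49.3% with the deposited scaling. At day 14 the counts became 5902 and 2545 (69.9% higher, against 50.7%), and at day 28 6119 and 3122 (66.2% higher, against 52.9%). Directions below hold for the deposited scaling, and the genes that change direction under equal totals are named. The number of calls also depended on the test: DESeq2 on the recovered reads called 6631, 2203, 5529 and 7431 genes at days 2, 7, 14 and 28, against 9637, 4951, 8398 and 9231 with limma, and at least 99.4% of the DESeq2 calls were shared with limma. edgeR called 9423, 4948, 8442 and 9215 genes.

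**Figure D2:**
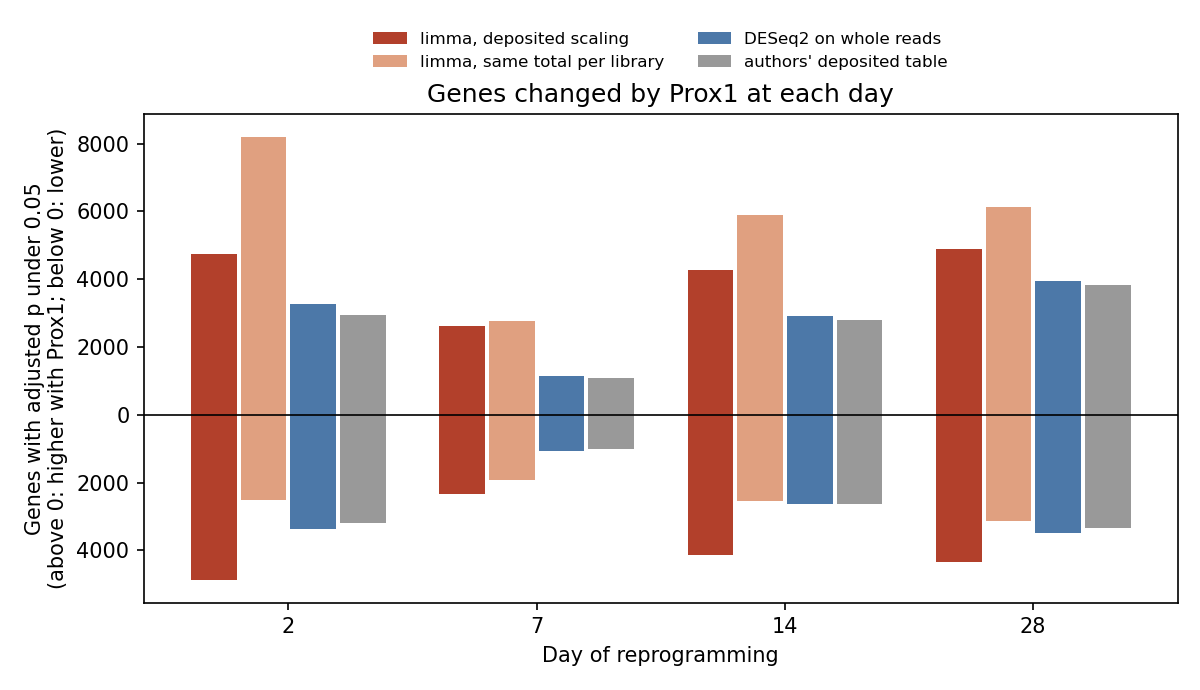
Number of genes with an adjusted p under 0.05 (vertical axis, higher with Prox1 above 0 and lower below 0) at each day for limma with the deposited scaling, limma with equal totals, DESeq2 on recovered reads and the authors' deposited table. Equal totals gave 8208 higher and 2501 lower genes at day 2, where the deposited scaling gave 4750 and 4887.

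The authors' deposited table lists 2939 genes as higher and 3207 as lower at day 2 by its adjusted p-value. In the authors' deposited table the counts are 1078 and 997 at day 7, 2808 and 2622 at day 14, and 3837 and 3335 at day 28. Of the genes called in the authors' deposited table and tested here, 99.4% to 100% were called here too, all in the same direction. Across genes, which are not independent replicates, Spearman's correlation of its log2 fold changes with those computed here was 0.980, 0.892, 0.977 and 0.986 at days 2, 7, 14 and 28.

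The study asked whether Prox1 raises hepatocyte genes and lowers those of other fates. Of the 23 genes chosen for this question, 18 of the 20 tested at day 2 had an adjusted p under 0.05 among all genes, and 18 when adjusted over the list alone. The counts were 17 and 19 at day 7, 21 and 21 at day 14, and 22 and 22 at day 28, when all 23 genes were tested. At day 2, 6 were higher and 12 lower. At day 28, 15 were higher and 7 lower.

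Albumin, Alb (ENSMUSG00000029368; chromosome 5, 90460897 to 90476602), rose by 1.72 ± 0.41 (SE) at day 2 (limma, Benjamini-Hochberg adjusted p = 7.65e-05), by 0.99 in MEF22 and by 2.45 in MEF25. In the authors' deposited table (DESeq2, adjusted p after independent hypothesis weighting) the rise at day 2 had an adjusted p = 0.0718. Its log2 fold change was 5.21 ± 0.30 at day 14 and 8.33 ± 0.82 at day 28 (limma, Benjamini-Hochberg adjusted p = 0.0015). By line it was 6.12 in MEF22 and 4.31 in MEF25 at day 14, and 10.12 and 6.54 at day 28. The day 28 level was 519135 ± 414747 (SD, n = 2) with Prox1 against 1574 ± 1197 (SD, n = 2) with GFP. At day 7 the fold change was 2.66 ± 0.46, but the GFP libraries differed 12.1-fold, with 7542 in MEF22 and 623 in MEF25. In MEF25 alone the day 7 change was 4.33 and in MEF22 alone 1.00. The same GFP library of MEF22 held 46 of 50 adult liver genes at 4 or more times the level of its partner, so day 7 changes of liver genes rest on which line is read. Ttr rose by 2.13 in MEF22 and by 4.95 in MEF25 at day 7, and Apoa1 by 0.70 and 2.67.

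Alpha-fetoprotein, Afp (ENSMUSG00000054932; chromosome 5, 90490737 to 90508907), whose day 7 GFP libraries differed little (962 and 989), had a log2 fold change of 0.96 ± 0.27 at day 2, 4.99 ± 0.07 at day 7, 5.37 ± 0.07 at day 14 and 6.01 ± 0.23 at day 28. The adjusted p of the day 2 rise was 0.193 in the authors' deposited table (DESeq2, after independent hypothesis weighting). At day 28, Cdh1 rose by 3.49 ± 0.57, Hnf4a by 5.13 ± 0.66 and Gata4 by 4.12 ± 0.44. The GFP libraries of day 28 differed 6.76-fold in Cdh1, 7.27-fold in Hnf4a and 2.66-fold in Gata4, each higher in MEF22. The change of Cdh1 was 2.25 in MEF22 and 4.73 in MEF25, that of Hnf4a 3.69 and 6.56, and that of Gata4 3.27 and 4.96. At day 2 Cdh1 and Gata4 were not past the threshold (limma, Benjamini-Hochberg adjusted p = 0.326 and 0.262). The RNA of Tjp1 was lower at day 2 (-0.71) and day 7 (-0.33). It was higher at day 14 (0.33) and day 28 (0.39). The study counted hepatocyte-like cells by staining of the TJP1 protein around the cell, which bulk RNA does not measure. Its RNA was already abundant in the GFP libraries of day 2, at a mean of 12864 normalized counts. Foxa3 was at or under the floor in the day 2 GFP libraries and at least 16.1-fold higher with Prox1. The GFP libraries carry the 4in1 cassette too. At day 2 they held 3.02 (MEF22) and 0 (MEF25) normalized counts of Hnf4a, and 3.02 and 1.11 of Foxa3. If the cassette was expressed there, that argues against cassette transcripts being counted with Hnf4a or Foxa3. Gata4 stood at 63.5 and 81.3, and for the other genes the tables do not show whether such transcripts are counted.

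Of the genes of other fates, Prrx1 was lower at every day, with log2 fold changes of -0.91, -0.25, -0.63 and -1.45 at days 2, 7, 14 and 28, and so was Ebf2, with -1.35, -0.82, -1.33 and -1.91. Desmin, Des, went from -0.90 at day 2 to -1.76 at day 28. Col1a1 was lower at days 2, 14 and 28 (-0.79, -0.95 and -1.60) and not detectably changed at day 7 (0.06, limma, Benjamini-Hochberg adjusted p = 0.673). Hand2 rose by 0.63 at day 2 and was lower by -2.05 at day 28, and Map2 went from 0.57 to -1.63. Pparg was lower at day 2 (-1.01), not detectably changed at day 7 (0.22) and higher at day 14 (0.39, with 0.58 in MEF22 and 0.20 in MEF25) and day 28 (0.53, with 0.77 and 0.29). These later rises were not past the threshold in the authors' deposited table (DESeq2, adjusted p after independent hypothesis weighting = 0.142 and 0.0810) or with DESeq2 on the recovered reads. Krt19, a cholangiocyte marker, was lower at day 2 (-1.17 ± 0.07) and higher at day 28 (2.43 ± 0.28), and Myc went from -0.66 to 0.69. Sox9 changed by -0.28 at day 2, with its call lost under equal totals, by 0.25 at day 7, by -0.10 at day 14, where equal totals turned it to 0.056, and by 0.42 at day 28. In the authors' deposited table (DESeq2, adjusted p after independent hypothesis weighting) the changes of Sox9 at days 2, 7 and 28 had adjusted p = 0.290, 0.452 and 0.0699. Myh9 was lower at day 2 (-0.82), higher at day 7 (0.23, with 0.13 in MEF22 and 0.33 in MEF25) and not detectably changed at day 14 (0.17, with a call under equal totals at 0.32) and day 28 (-0.03, or 0.14 with equal totals).

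**Figure D3:**
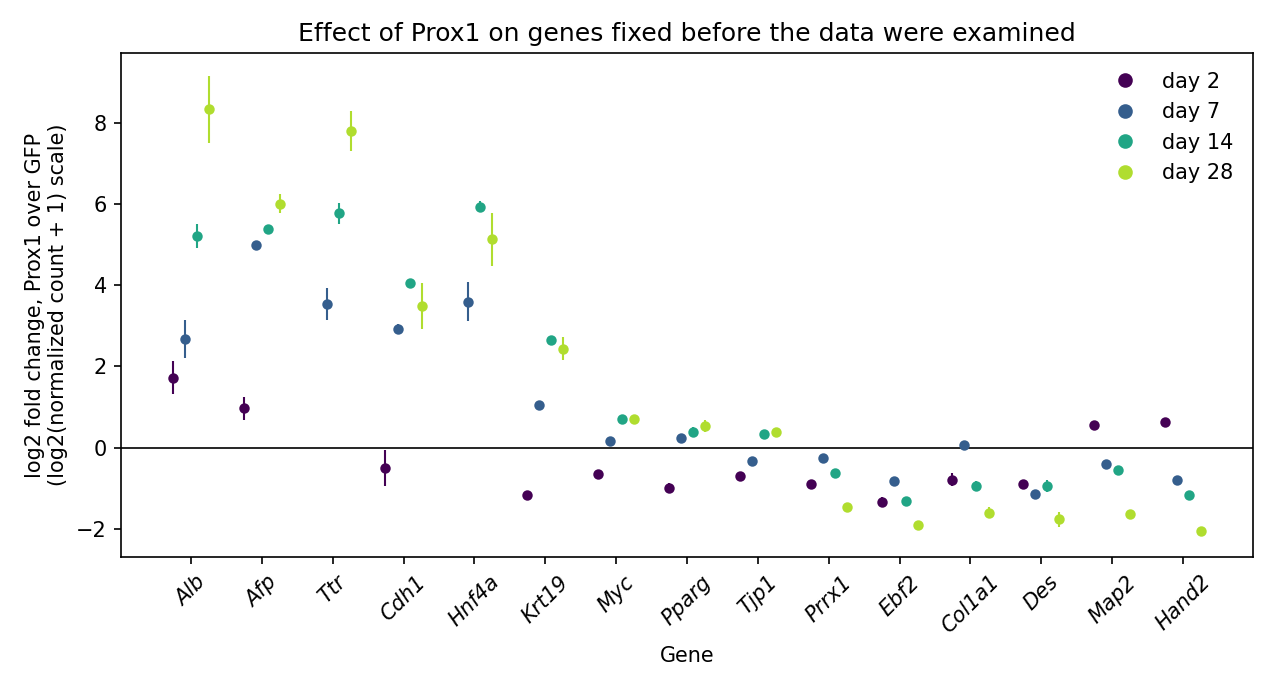
Log2 fold change of Prox1 over GFP (vertical axis, points; bars, SE of the limma fit) for 15 genes chosen before the values were seen, coloured by day. Krt19, Myc, Pparg, Tjp1, Map2 and Hand2 lay on opposite sides of 0 at days 2 and 28, under equal totals as well.

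The genes that ranked highest at day 2 after Prox1 were Spib and Sct, which were at or under the floor in the GFP libraries and at least 312-fold and 282-fold higher with Prox1. The lowest were Acsbg1 (-2.63), Iigp1 (-2.30) and Dhrs9 (-2.21). At day 7 Prox1, Cyp2c55 (5.12) and Afp ranked highest, and Ifi209 (-3.49), Gm8995 (-3.36) and Ifi206 (-2.96) lowest. At days 14 and 28 the highest were Fabp1, Gcg and Pzp and the lowest Ifi206, Ifi213 and Gm8995. At day 28 Fabp1 was at least 3480-fold higher and Gcg at least 1779-fold higher with Prox1, both at 0 in the GFP libraries, and Pzp rose by 13.01 ± 0.14. At day 7 Pzp and Fabp1 were among the transcripts raised in the GFP library of MEF22 (488 and 174, against 4.36 and 2.18 in MEF25). Ifi206, Ifi213 and Gm8995 changed by -5.99, -5.34 and -4.92 at day 28. Iigp1, Cyp2c55, Pzp, Gm8995 (a pseudogene) and the Ifi genes have close paralogs, so their single values are uncertain.

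Marker lists of 20 cell types were tested at each day. With camera at its preset correlation, 1 list was higher and 5 lower at day 2, 4 and 1 at day 7, 4 and 3 at day 14, and 3 and 5 at day 28 (adjusted p under 0.05 over 80 tests). Of these calls, 2 at day 2 and 2 at day 14 also held under fry, in the same direction, and none at days 7 and 28, where fry at an unadjusted p under 0.05 gave 3 and 8 lists. With an estimated correlation no list passed at any day, and the count at an unadjusted p under 0.05 was also 0. That form of camera rests on the 1 residual degree of freedom, so it could hardly pass any list. For Hepatocytes at day 14 it gave p = 0.0724 at an estimated correlation of -0.0025, where camera at the preset gave 1.5e-09. It therefore decides nothing here. Because most calls did not hold under fry, the list results are read as descriptions of medians more than calls. The Hepatocytes list had a median log2 fold change of -0.10 at day 2, 0.14 at day 7, 0.74 at day 14 and 1.44 at day 28, and the same medians when genes at the floor were set to their bound. At day 7 its median was 0.05 in MEF22 and 0.33 in MEF25. The Cholangiocytes list rose from -0.27 at day 2 (-0.50 in MEF22 and -0.22 in MEF25) to 0.77, 2.46 and 2.33 at days 7, 14 and 28. Its day 28 median was 1.63 in MEF22 and 2.68 in MEF25, and 1.30 over the genes that no other list holds. The Fibroblasts list had medians of -0.60, 0.0082 (-0.039 in MEF22), -0.41 and -0.90, and the Smooth muscle cells list -0.66, -0.13, -0.48 and -1.0. The Neurons list was higher at day 2 (0.27) and had a median of -0.09 at day 28, with -0.0068 in MEF25, when 52 of its genes were higher and 61 lower.

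**Figure D4:**
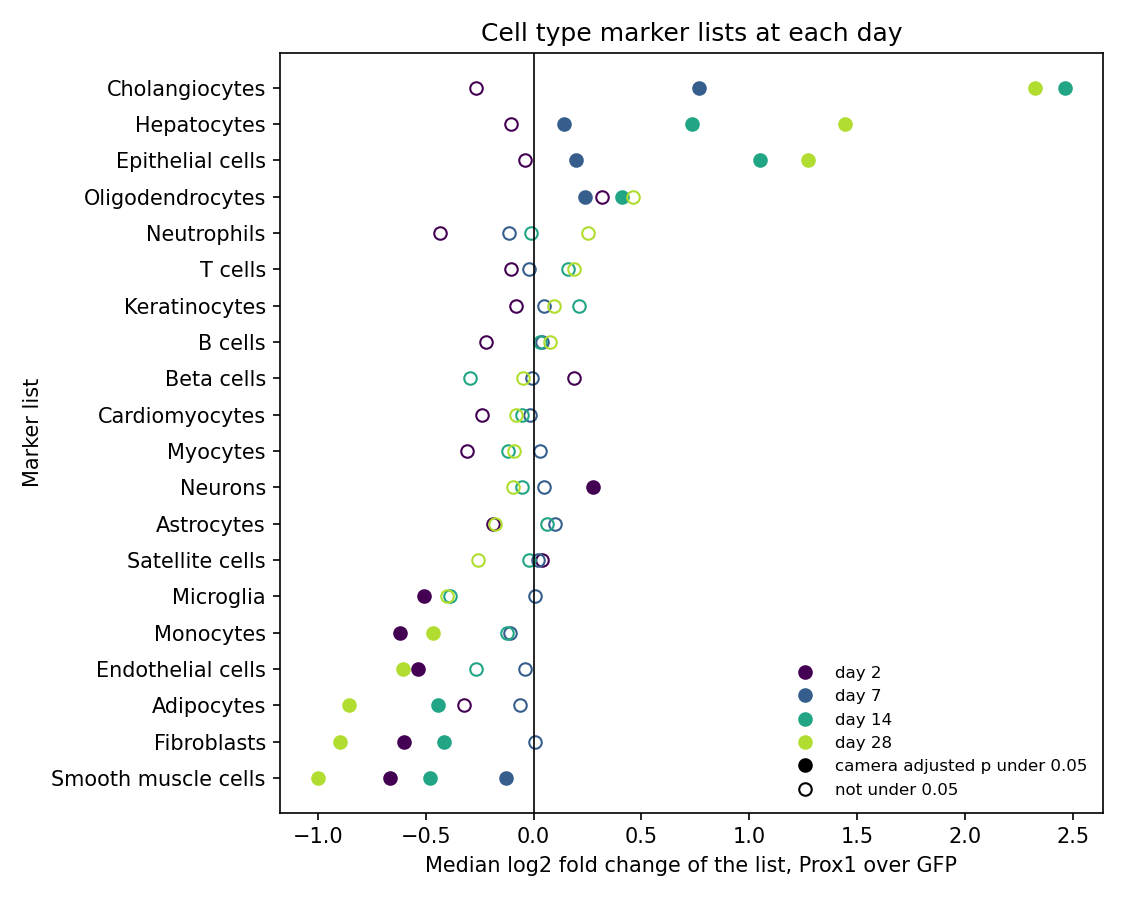
Median log2 fold change of Prox1 over GFP (horizontal axis) for 20 marker lists (vertical axis), coloured by day, with filled points where camera at its preset correlation gave an adjusted p under 0.05. The Hepatocytes list moved from -0.10 at day 2 to 1.44 at day 28. No list passed with an estimated correlation, which could hardly pass any with 1 residual degree of freedom.

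**Figure D5:**
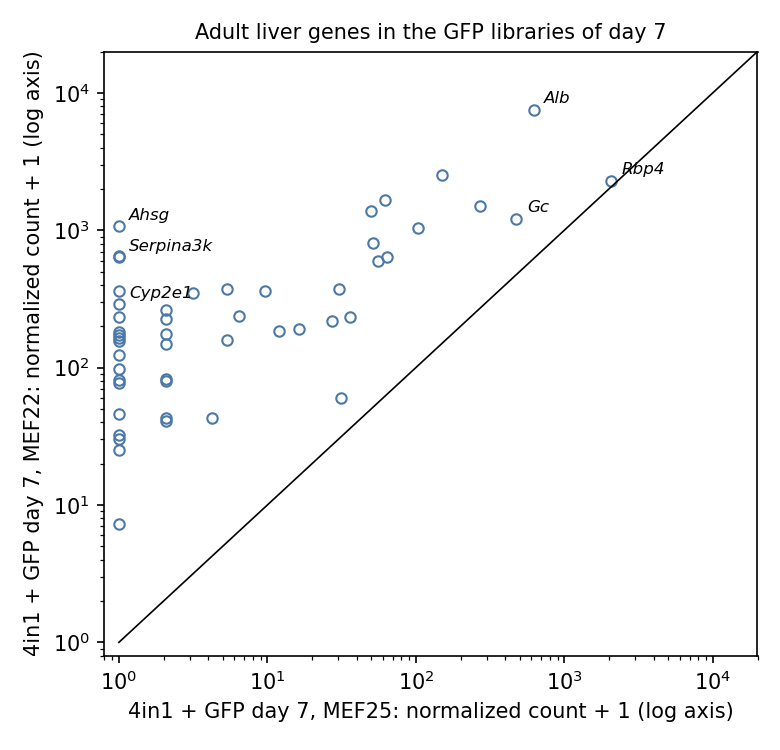
Normalized count + 1 (log axes) of 50 adult liver genes in the GFP libraries of day 7, MEF25 on the horizontal and MEF22 on the vertical axis, with the line of equality. In MEF22, 46 of the genes lay at 4 or more times the level in MEF25.

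Fold changes of different days were compared across genes, which are not independent replicates and which share no library between days. Pearson's correlation was 0.49 between days 2 and 7, 0.45 between days 2 and 14, 0.43 between days 2 and 28, 0.74 between days 7 and 14, 0.61 between days 7 and 28, and 0.91 between days 14 and 28. Without MEF25 the correlation of days 7 and 28 was 0.398, a change of over 1.5 times. Of 5567 genes called at days 2 and 28, 71.1% had the same direction, against 98.8% of the 6802 genes called at days 14 and 28. The difference itself was tested over 18016 genes. The Prox1 effect differed from that of day 2 for 5753 genes at day 7, 7373 at day 14 and 9569 at day 28, and between days 28 and 14 for 3097 genes (limma, Benjamini-Hochberg adjusted p under 0.05). In simulated data 19.6% of such calls were false between days 28 and 2. Only 393 of 17848 genes differed there, so that share need not hold here. Prox1 itself differed between days 7 and 2 by -3.06 ± 0.45, and between days 28 and 2 by -0.46 ± 0.45, which was not past the threshold (limma, Benjamini-Hochberg adjusted p = 0.422).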

Values the study reported

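The study reported a cluster of 3,629 genes that rose with Prox1 together with promoter accessibility, and a cluster of 3,264 genes that fell together with it. Those clusters also use chromatin data that were not analysed here. For PROX1 the study gave an albumin secretion per cell that was 17-fold higher. In its chromatin accessibility data, 85,140 of 111,411 peaks that changed with Prox1, or 76.4%, had closed.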

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

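All the tests of explanations weighed in this part were chosen after the differences between days had been seen. For these explanations, the counts over all differing genes replaced first tests on the named genes alone, whose outcome is given as well.

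The effect of Prox1 was not the same at different days. By a test of the difference in the joint limma fit it differed for 5753 genes at day 7 against day 2, for 7373 genes at day 14 against day 2, for 9569 genes at day 28 against day 2 and for 3097 genes at day 28 against day 14. Of 36 named genes 33 differed between days 28 and 2, and of 20 lists 7 did.

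The difference of the log2 fold change, day 28 less day 2, was positive for Alb (6.62), Ttr (8.06), Apoa1 (6.91), Afp (5.05), Hnf4a (4.25), Gata4 (3.84), Pzp (12.47), Fabp1 (10.45), Cyp2c55 (5.32) and Gcg (9.40). It was also positive for Cdh1 (3.99), Krt19 (3.60), Tjp1 (1.10), Sox9 (0.69), Pparg (1.54), Myc (1.35), Myh9 (0.79), Acsbg1 (2.39) and Dhrs9 (0.51). It was negative for Prrx1 (-0.54), Ebf2 (-0.57), Hand2 (-2.67), Col1a1 (-0.81), Map2 (-2.20), Tubb3 (-0.60), Des (-0.86), Sct (-7.49) and Spib (-4.44), and for Ifi209 (-4.12), Gm8995 (-5.63), Ifi206 (-5.19) and Ifi213 (-4.83). Values of genes near the floor at day 2, such as Pzp, Gcg, Fabp1 and the Ifi genes, depend on the pseudocount. Among the lists the median difference was 1.24 for Hepatocytes and 1.5 for Cholangiocytes, and -0.64 for Adipocytes, -0.94 for Beta cells, -0.48 for Fibroblasts, -0.39 for Neurons and -0.52 for Smooth muscle cells. The lists were tested with camera at its preset correlation only.

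The tables argue against several technical explanations as the whole cause. Each day was scaled separately, but a factor common to a day cancels in fold changes taken within it, apart from the pseudocount. Equal totals within each day change only the scaling between the libraries of that day. Under them 8846 of the 9569 genes kept their direction and an adjusted p under 0.05 in the joint limma fit. After each library's trend on GC content and gene length was removed, 8748 did, and with every library thinned to 40673622 reads 9016 did. The 33 named genes were kept under all 3. The difference was also not that of a single line: across all tested genes its correlation between MEF22 and MEF25, which share no library, was 0.84, and the 33 named genes had the same sign in both. The level of Prox1 at the time of collection does not follow the order of the effects. Its mean share of reads was 0.503% at day 2, 0.0254% at day 7, 0.0362% at day 14 and 0.114% at day 28, so by level alone day 28 would be the nearest of the later days to day 2. The distance of the effects from those of day 2, as the root of the mean product of the differences in the 2 lines, was instead 0.86 at day 7, 1.17 at day 14 and 1.49 at day 28, the last 1.73 times the first. The level alone is therefore not consistent with the whole difference. A part of it stays open. Of the 5753 genes that differed at day 7, 58.6% had by day 28 moved from the day 7 effect toward that of day 2. Chance in the choice of these genes also favours such a move. Among the 7373 genes that differed at day 14, 38.7% had by day 28 moved in the direction of the day 2 effect. The other 61.3% had moved away from it. Both shares count the direction of the move, so a gene that passed the day 2 effect counts as moving toward it. A change in the response to Prox1 over time, which may reflect a changing mix of cells or a longer exposure, stays open as well. Some of the 9569 calls are likely false. In simulated data 19.6% were, but only 393 of 17848 genes differed there, so that share need not hold here.

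The Fibroblasts list fell and the Hepatocytes list rose at day 28. A lower share of fibroblasts would raise the markers of other cell types alike only under 2 conditions. Those types would have to be in the culture, and fibroblasts would not make their markers. Of the 19 lists of other cell types, 3 were higher past the threshold with camera at its preset correlation, namely Cholangiocytes (2.33), Hepatocytes (1.44) and Epithelial cells (1.27). Another 4 were lower, namely Smooth muscle cells (-1.0), Adipocytes (-0.86), Endothelial cells (-0.61) and Monocytes (-0.47), and 12 were not past it. None of these calls held with fry, which gave 8 lists at an unadjusted p under 0.05. An estimated correlation gave 0 lists, but with 1 residual degree of freedom it could hardly pass any. Over all 19 lists, which share some genes, the medians of MEF22 and MEF25 correlated at 0.94, so the lists moved apart in the same way in both lines. The medians therefore argue only against a rise of all these lists alike. Neither condition was tested, so they cannot decide whether the share of fibroblasts fell. In single-cell data of earlier days, not analysed here, the study reported more reprogrammed hepatocytes with Prox1. A fall of transcripts that fibroblasts share with other types stays open, as does a change within the cells that rose.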

How the results depend on the processing

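The tests compared in this part are the alternatives chosen in advance, apart from each day's own spread, which was chosen after the data had been seen.

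Pseudocounts, the centring on the median, the robust fit, the scaling to the same 75th percentile, both filters on low values and edgeR left each of the 8 counts of higher and lower genes within 1.5 times its value. A threshold of 0.75 on the absolute log2 fold change left 2263 higher and 1573 lower genes at day 2, 823 and 477 at day 7, 2386 and 1281 at day 14, and 2480 lower genes at day 28, which follows from the stricter rule. With each library at the same total, 8208 genes were higher and 2501 lower at day 2, and 2545 lower at day 14. DESeq2 gave 1142 higher and 1061 lower genes at day 7 and 2622 lower genes at day 14. The fit of all 16 libraries gave 1664 higher and 1307 lower genes at day 7. The cause of the change was not tested for either.

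Without the replicate block, which ignores the pairing by MEF line, 1660 genes were higher and 1358 lower at day 7, 2680 were lower at day 14, and 1898 genes differed between days 28 and 14. Without the block 13 calls of named genes at single days were lost, as were those of Des and Dhrs9 between days 28 and 2; the cause was not tested. Other counts without the block stayed within 1.5 times. Each day's own spread gave 7148, 7585 and 8234 genes that differed from day 2 at days 7, 14 and 28, and 2985 between days 28 and 14.

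Sox9 at day 14 and Myh9 at day 28, neither past the threshold, turned to 0.056 and 0.14 with equal totals. Of 1982 values of named genes under alternatives, 76 lost the threshold and 7 gained it. The fold change threshold of 0.75 made 22 of these losses, DESeq2 14, the robust fit 14 and the fit without the block 13. Pzp at day 7 lost it with a pseudocount of 5, in the joint fit, under equal totals and with edgeR. Alb at days 2 and 7 lost it in the joint fit. Of 84 correlations between days under alternatives, 16 moved, most of them without a filter or with a single line.

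The list calls moved most. With fry the number of lists past the threshold was 2 at day 2, 1 at day 7, 3 at day 14 and 0 at day 28, and with an estimated correlation it was 0 at all 4 days. The unadjusted count at day 28 was 8 with fry and 0 with an estimated correlation. With 1 residual degree of freedom the estimated correlation could hardly pass any list. Without a filter, 8 lists passed at day 7. The Fibroblasts list, with medians of -0.60, -0.41 and -0.90 at days 2, 14 and 28, and the Hepatocytes list, with 0.14, 0.74 and 1.44 at days 7, 14 and 28, were no longer past the threshold with either. The Hepatocytes median at day 28 lay from 1.53 to 1.67 across the fits that each left out a line.

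Directions reversed only for lists that were not past the threshold. With fry the test had the opposite direction for B cells (median -0.22), Cholangiocytes (-0.27) and Keratinocytes (-0.083) at day 2, and for Endothelial cells (-0.041) and T cells (-0.022) at day 7. At day 14 it did for B cells (0.029, the exception that passed with fry), Cardiomyocytes (-0.054), Endothelial cells (-0.27), Myocytes (-0.12), Neurons (-0.054) and Satellite cells (-0.019), and at day 28 for Astrocytes (-0.18), Beta cells (-0.049), Keratinocytes (0.095), Neurons (-0.093) and Neutrophils (0.25). Without the replicate block the direction turned for Hepatocytes at day 2 (-0.10), Beta cells at day 7 (-0.0088), and Neurons (-0.054) and Satellite cells (-0.019) at day 14. Without a filter it turned for Keratinocytes at day 2 (-0.050), B cells (-0.043), Fibroblasts (-0.0078) and T cells (-0.040) at day 7, Neurons at day 14 (-0.0073), and Astrocytes (-0.0093), B cells (-0.042) and T cells (0.25) at day 28. With genes of a single list it turned for Satellite cells at day 2 (0.0083), Cardiomyocytes (0.016), Fibroblasts (-0.0078) and Satellite cells (0.096) at day 7, Neurons (-0.041), Neutrophils (0.094) and Satellite cells (0.19) at day 14, and B cells at day 28 (-0.069). A pseudocount of 5 turned Neutrophils at day 28 (0.25). The cause was not tested.

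Counts of genes have no value without a line, since 1 library per group is then left. At day 28 the daily fit recovered 70% of simulated changes of 1 on the log2 scale, so smaller changes there are more often missed than at day 2.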

Other observations

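The test on abundant genes at day 2 was chosen before its result was seen, and all other tests in this part were chosen only after; a first test of the liver transcripts, on Afp, was followed by a count over a list.

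Under equal totals more genes were higher than lower, with a median shift of 0.27 at day 2, 0.15 at day 14 and 0.17 at day 28. At day 2 the 100 most abundant genes took 25.6% of the GFP reads and 21.4% of the Prox1 reads. If they alone made the shift, it would fall below 0.5 of its size without them, but it was 0.19. At day 14 it was 0.095 without them, or 63.2% of its size, and at day 28 it was 0.082, or 47.3%. Without the 1000 most abundant genes, a number chosen after the first result, the shift was 0.091 at day 2, 0.041 at day 14 and 0.015 at day 28. The 100 genes alone are therefore not consistent with the shift at days 2 and 14, whereas at day 28 they may carry about as much of it as all other genes. Which scaling is closer to the amounts per cell stays open.

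The day 7 GFP library of MEF22 held transcripts of adult liver. Of 50 adult liver genes, 46 lay at 4 or more times the level of the MEF25 library, where the next highest library of the course had 7. Of the 50 genes 20 are also in the Hepatocytes list, and 21 were above the floor in the MEF25 library. Serpina3k stood at 633, Vtn at 362 and Cyp2e1 at 289 normalized counts, each at 0 in MEF25, and Alb, the most abundant, at 7542 against 623. Of 10 genes of other liver cells 4 were raised, among them Clec4f (23 against 0) and Cd5l (27.2 against 0). Reads from a Prox1 library of the course do not explain this, since 21 genes lay above all 15 other libraries. Nor do more reprogrammed cells, since 21 genes lay above both Prox1 libraries of day 28, and Afp differed by -0.04. A small amount of RNA from adult liver is a candidate explanation, with an excess over the listed genes of 0.0509% of the library. The step at which it could have entered is not known, and no other biological explanation was tested. It lowers the day 7 effects on liver genes in MEF22.

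Interferon-induced genes were lower with Prox1 at days 7, 14 and 28, and in part at day 2. The median of the list was -0.70, -0.47, -1.48 and -2.03 at days 2, 7, 14 and 28, with -0.43 in MEF25 alone at day 2, and all 42 tested genes were lower past the threshold at days 14 and 28, or 40 of them at day 28 under equal totals. At day 2, 29 of 40 were lower and 6 higher, or 22 and 10 under equal totals. A scaling factor would move all genes alike, but under equal totals the list lay below the median of all genes at every day, by at least the -0.47 of day 7. Reads shared between paralogs do not account for the later days, since 21 of 25 genes without close paralogs were lower at day 7, 25 at day 14 and 25 at day 28, with a median of -1.86 at day 28, or 23 past the threshold there under equal totals. For day 2 they cannot be told apart from a fall of the list, because the 25 genes went both ways: 17 were lower and 6 higher, or 10 and 8 under equal totals, where the median was -0.11 and in MEF25 0.13. At day 28 the Fibroblasts list stood at -0.90, against -2.03 for the interferon list. The Fibroblasts genes went both ways, with 27 higher and 101 lower, so their median sets no limit on a loss of fibroblasts. A lower share of fibroblasts therefore stays open as a contribution. Less interferon beta may contribute: Ifnb1 changed by -1.55 at day 7 (limma, Benjamini-Hochberg adjusted p = 0.000122) and -1.91 at day 14. At days 2 and 28 Ifnb1 was too low to be tested. A difference between the viral preparations, which the labels do not describe, was not tested.

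Gcg and Fabp1, which intestine also makes, reached 6237 and 12200 normalized counts in the Prox1 libraries of day 28. RNA from intestinal epithelium would bring its other abundant transcripts, but the median of 30 intestinal genes was 28.3, and the highest, Reg3g, had 4573, below both. Neither gene came from 1 line alone, with at least 5846 reads in each Prox1 library. Of the 17 intestinal genes tested 12 were higher at day 28. The list median was 0.47, 0.82, 3.01 and 4.39 at days 2, 7, 14 and 28, with 0.23 in MEF22 and 0.71 in MEF25 at day 2. These medians are over 7, 5, 13 and 17 tested genes. A gene entered only at a mean of at least 10, so genes silent with GFP joined on days when they rose. The series is therefore not a course of the same genes. A partial gut-like program in some cells may thus be a biological explanation, as a hypothesis found and tested on the same data. The adult liver list, in comparison, had medians of 0.55, -1.89, 4.63 and 5.88, over 9, 46, 29 and 35 tested genes. The day 7 value rests on the GFP library of MEF22 described above: the median was -4.29 in MEF22 and 0.99 in MEF25. At day 2, with 9 genes tested, it was 0.82 and 0.28.

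Cell cycle genes were higher with Prox1, with medians of 0.33, 0.26, 1.82 and 3.21 at days 2, 7, 14 and 28. The scaling does not account for this, since the lower of the medians of days 14 and 28 less that of all genes was 1.83 under equal totals. More dividing cells in the Prox1 cultures would be consistent with this, and was not tested otherwise.

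The level of Prox1 in the Prox1 libraries fell from day 2 to day 7. The separate scaling of the tables does not account for it, because the share of reads also fell, with a ratio of 19.8. Spib and Sct, near 993 and 896 normalized counts at day 2, were at 37.3 and 43.7 at day 7. Loss of strongly expressing cells or silencing of the transgene are possible and were not tested.

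In MEF22 Xist rose against the Y-linked genes by day 28, with the share of reads from Xist at 1.95 and 2.12 times its day 2 level in the GFP and Prox1 libraries. An exchange of libraries between the lines at day 28 is not supported: Xist over the Y-linked genes was at least 5.89 times higher in MEF22 than in MEF25, as MEF22 was the higher at every day. A larger share of female cells in the line may explain it, since the Y-linked genes stood at 0.669 times their day 2 level in GFP and at 0.459 times with Prox1. In MEF25 the ratios for Y-linked genes were 0.869 and 0.540 and for Xist 0.883 and 1.44, so the fall with Prox1 was seen in both lines.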
